# Connecting Mutations of the RNA Polymerase II C-Terminal Domain to Complex Phenotypic Changes Using Combined Gene Expression and Network Analyses

**DOI:** 10.1371/journal.pone.0011386

**Published:** 2010-06-30

**Authors:** Carlyle Rogers, Zhenhua Guo, John W. Stiller

## Abstract

The C-terminal domain (CTD) of the largest subunit in DNA-dependent RNA polymerase II (RNAP II) is essential for mRNA synthesis and processing, through coordination of an astounding array of protein-protein interactions. Not surprisingly, CTD mutations can have complex, pleiotropic impacts on phenotype. For example, insertions of five alanine residues between CTD diheptads in yeast, which alter the CTD's overall tandem structure and physically separate core functional units, dramatically reduce growth rate and result in abnormally large cells that accumulate increased DNA content over time. Patterns by which specific CTD-protein interactions are disrupted by changes in CTD structure, as well as how downstream metabolic pathways are impacted, are difficult to target for direct experimental analyses. In an effort to connect an altered CTD to complex but quantifiable phenotypic changes, we applied network analyses of genes that are differentially expressed in our five alanine CTD mutant, combined with established genetic interactions from the *Saccharomyces cerevisiae* Genome Database (SGD). We were able to identify candidate genetic pathways, and several key genes, that could explain how this change in CTD structure leads to the specific phenotypic changes observed. These hypothetical networks identify links between CTD-associated proteins and mitotic function, control of cell cycle checkpoint mechanisms, and expression of cell wall and membrane components. Such results can help to direct future genetic and biochemical investigations that tie together the complex impacts of the CTD on global cellular metabolism.

## Introduction

The C-terminal domain (CTD) of RNA Polymerase II (RNAP II) comprises a sequence of tandemly repeated heptapeptides (Tyr_1_-Ser_2_-Pro_3_-Thr_4_-Ser_5_-Pro_6_-Ser_7_) that are essential for viability in both animals and yeast [1], [2]. The number of heptad repeats is relatively conserved within species but varies from yeast (26–28) to human (52) and across the animal, plant and fungal kingdoms [3], [4]. The CTD functions throughout the RNAP II transcription cycle by serving as a binding scaffold for a variety of protein-protein interactions involved in proper transcript initiation, elongation, and co-transcriptional mRNA processing [5]. It also participates in other diverse processes, including chromatin remodeling, DNA repair, and packaging, editing, and export of mRNAs from the nucleus [6]. Because it is so central to so many cellular processes, the CTD has been the focus of numerous genetic investigations, with a particular focus on how mRNA synthesis and processing are regulated [7].

The essential elements required for CTD function have been determined in yeast through substitution, deletion and insertion mutations [8], [9], [10]; the core CTD functional unit lies within tandem heptapeptides or “diheptads”. In addition, CTD mutants with progressively longer polyalanine insertions between diheptads show a continuous decline in growth rates, and the induction of conditional phenotypes. This has been demonstrated for insertions up to five Ala residues (5A) [9]; however, restoring the global amino acid register by extending insertions to seven alanines between diheptad units proved to be lethal, leading to the conclusion that too great a separation between functional units puts undue stress on at least some essential CTD-protein interactions [10].

Through an ongoing investigation of functional constraints responsible for patterns of evolutionary conservation of the CTD [4], [9], [11], we have developed a number of yeast CTD mutants that exhibit various complex phenotypes. Most mutations of the CTD in yeast have pleiotropic effects on one or another major feature of cellular metabolism, including growth rate, cell size, budding pattern, capacity to adjust to physical or metabolic stress, and how efficiently the CTD is phosphorylated by CTD-directed kinases [1], [3], [8], [9]. Because its effects are transduced through largely uncharacterized pathways of protein-protein interactions, how a CTD mutation leads to a given suite of pleiotropic effects can be difficult to unravel. Therefore, we investigated one of our CTD mutants, which contains regular insertions of 5 alanines between CTD diheptapeptides, hereafter referred to as the “5A mutant” (see Fig. 1). 5A mutant cells exhibit both abnormal accumulation of excess DNA and larger cell size.

**Figure 1:**
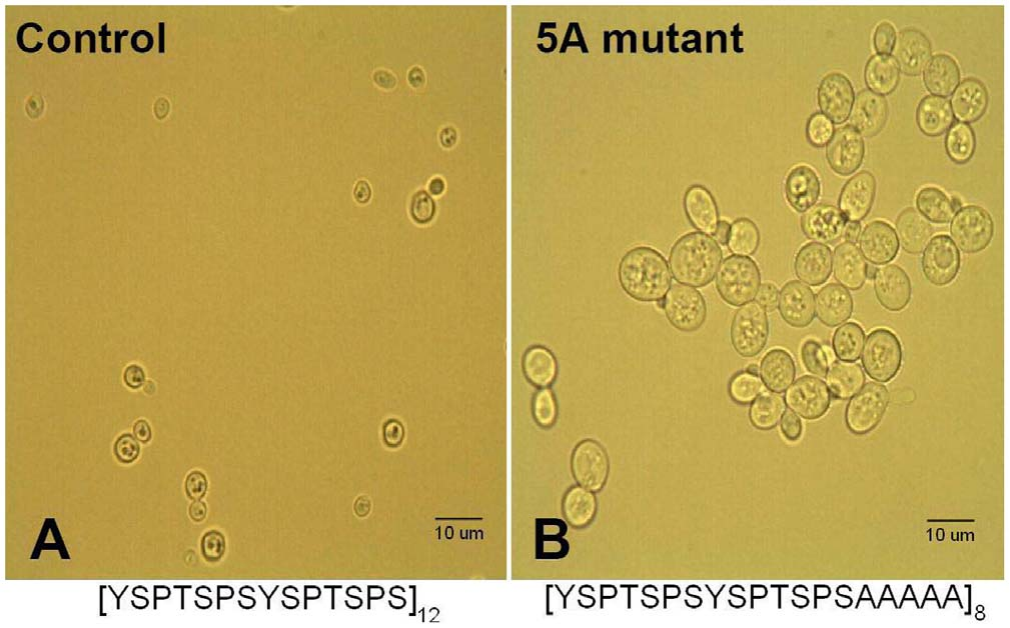
Yeast mutant phenotype. Representative 1000X photomicrographs of A) control cells containing the WT CTD and B) 5A Mutants after two rounds of exponential growth. The sequence of the tandemly repeated RNAP CTD present is shown below each respective cell line.

We explored potential genetic interactions that could contribute to these two specific phenotypes, using a combination of microarray data and network analyses of known genetic interactions in yeast. Our goal was to investigate the utility of network analyses of empirical data for understanding how structural changes in the RNAP II CTD are transduced through metabolic pathways to produce the complex phenotypes exhibited by many CTD mutants. We were able to anchor our networks with specific phenotypic changes on one end, which could be used to define functional categories of gene networks to analyze, and a single genetic change (5A insertion mutations of the CTD) on the other. The hypothetical networks we developed point to specific pathways that connect the CTD to various genes, a number of which have been shown previously to be implicated in similar phenotypic changes. Our results suggest that network analyses can be a useful tool for helping to understand how the CTD regulates broader cellular functions.

## Results

### Quantification of cell size differences in the 5A CTD mutant

In addition to the substantially reduced growth rates reported previously [9], we noticed that 5A mutant cells were abnormally large under microscopic observation. Initially, we quantified this difference using digital photomicroscopy. Control yeast cells (transformed with the WT CTD) had, on average, an image area of 12.34 µm^2^ (n = 82) when measured at log phase growth (Fig. 1A). In contrast, 5A mutants proved to be significantly larger, growing to an average apparent area of 24.28 µm (n = 76) (Fig. 1B) during the third round of growth (see methods) after initial transformation (p<0.0005 in a t-test against control cells). The average size of mutant cells increased over time to 32.43 µm (n = 79) at the completion of 20 rounds of growth, while size of control cells did not change. In addition, average log phase doubling time of 5A mutants was 18 hours in the first round of growth (see methods), compared to two hours for control cells. As 5A mutants were taken through multiple exponential growth cycles, however, doubling times increased by approximately two hours per cycle. There appeared to be no further increase once average doubling times of 5A mutant cultures reached 24 hours, and no change in doubling time was observed in control cells over time. Delays in completion of the yeast cell cycle [12] and the accumulation of large, abnormally budding cells [13] both have been linked to an increase in chromosome content or aneuploidy. Because these phenotypic differences are present in the 5A CTD mutant, we further explored the possibility of abnormal DNA content using flow cytometry.

### Measurement of DNA content through flow cytometry

Both mutant and control cells were fixed during log phase growth, stained with propidium iodide, and analyzed for DNA content using FACScan. The yeast cell cycle consists of two growth phases G1 and G2, interrupted by S phase in which chromosomes are replicated, and culminating in mitosis [14]. Based on our flow data, control cells spend, on average, 60% of their time in G1 during exponential growth (Fig. 2); that is, at mid-log phase time points sampled, 60% of cells counted fell under the 1C peak (size of normal haploid genome). 5A mutant cells measured during the first round of growth after transformation (see methods) appeared similar to the control cells, also with 60% of the cells under the typical 1C peak (Fig. 2).

**Figure 2:**
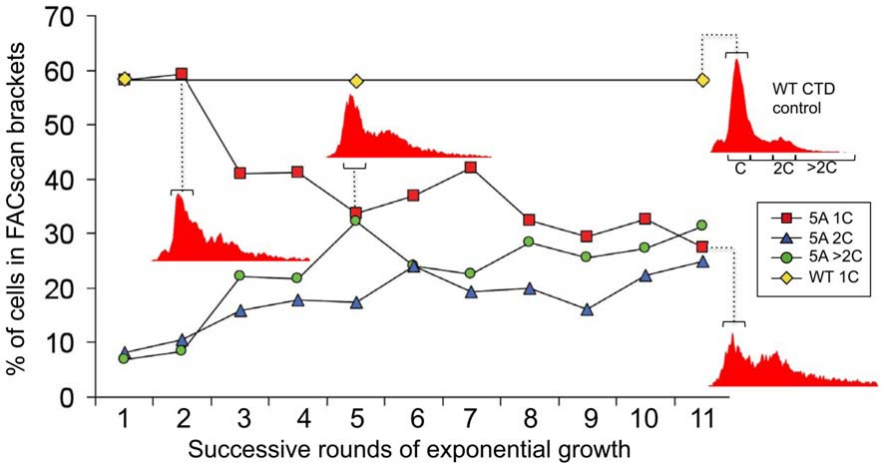
FACscan analysis. The percentages of cells (based on brackets shown on the WT control cell FACscan profile), with different levels of DNA content over a time course of growth cycles of 5A mutant versus the control strain containing the WT CTD (C = 1 chromatid per chromosome, or the normal yeast haploid DNA content in G1 phase). Flow cytometry histograms depicting the shift of DNA content at early to mid log phase over a series of growth cycles. Dotted lines connect the data point for 1C content to the bracket in the histogram recovered from cells in the respective growth cycle. Each cycle comprised an initial inoculation, followed by growth through log phase to stationarity.

Over the time course investigated, control cells showed no measurable changes in the profile of DNA content when harvested during mid-log phase growth. In contrast, although 5A mutant cultures began with a similar DNA profile to control cells, they showed a continuous decrease in the proportion of cells with 1C content over time, and an increase in cells with 2C and greater DNA content (Fig. 2). Under the assumption that mutant cells in log phase spend most of their time in the G1 phase of the cell cycle, this shift indicates that average DNA content has increased through time, and that many 5A mutant cells in G1 phase are counted under or beyond the 2C peak (Fig. 2).

An increase in the proportion of cells found under the 2C peak also would be consistent with cells delaying in G2 phase; however, the continuous increase of cells beyond the 2C content bracket indicates that many mutant cells are not simply spending proportionally longer in G2 phase, but are accumulating abnormally large amounts of DNA. Over the course of 11 growth cycles, the frequency of 5A mutant cells measured with 1C content declined, while those with 2C or greater increased continuously (Fig. 2). Along with a parallel decline in average growth rate, FACScan results suggest a growing proportion of aneuploid cells accumulate in 5A mutant cultures over time. Interestingly, extension of the time course to a 20th round of growth indicated no measurable change in average DNA content of cells in 5A mutant cultures compared to 11 rounds. Consistent with the observed stabilization of doubling time (see above), this suggests that cultures reach equilibrium between formation of viable aneuploid cells and mortality caused by genetic imbalances. It also is possible, however, that our flow data do not accurately reflect the number of cells at the larger end of the distribution (greater than 90 µm^2^), due to their disproportionate loss during washing and fixation, and/or preferential removal during FACScan gating.

### Analyses of gene networks based on microarray data

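Expression was measured on 4 spotted oligonucleotide arrays, each hybridized with labelled cDNA from 1 RNA replicate of the 5A mutant and 1 of the control cells containing the WT CTD. Whether the replicates came from separate cultures is not stated in the paper, so the spread between arrays may not include that between cultures. The sample labels place the 5A mutant in the Cy5 channel and the control in the Cy3 channel on all 4 arrays, so the dyes were not swapped and a dye effect of a probe cannot be separated from its expression ratio. The authors normalized the values on the BASE server and deposited 1 ratio per probe and array on a log scale. The paper's text does not name the normalization method or the background correction. The table holds 6210 probes, each named by its ORF, and between 6022 and 6177 of them have a value on an array. Base 2 and the direction, 5A mutant over control, were taken from the counts that this reading gives, described with the numbers of up- and down-regulated genes. The median log2 ratio of an array lay between -0.01 and -0.00340. The standard deviation over probes was 0.86, 0.74, 0.97 and 0.89 on arrays 1 to 4. Across probes, which are not independent replicates, arrays 1, 3 and 4 correlated with Pearson's r between 0.853 and 0.877, and array 2 with the other arrays with r between 0.666 and 0.691. ORF names were paired with gene symbols through the RefSeq gene table of assembly R64, in which 5724 of the probes had a match. The log2 ratios were averaged for the 6157 probes with a value on at least 2 arrays, with no further normalization. The mean of each probe was set against the paper's cut-offs of 2 and 0.5, which are 1 and -1 on the log2 scale, and was tested against 0 with limma and Benjamini-Hochberg adjustment. The number of arrays limits the precision of each ratio. The requirement on the number of arrays with a value changes the counts, and the test changes how many probes pass.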

Using microarray analyses, we were able to identify 818 genes out of 6221 that were expressed differently in 5A mutant compared to control cells, based on 0.5 and 2 fold expression ratios as cut-off values. Among them, 325 genes/ORFs were up-regulated and 493 down-regulated (See file s1 for details on differentially expressed genes). These expression data have been deposited in the NCBI Gene Expression Omnibus [15] and are accessible through GEO Series accession number GSE14342 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE14342).

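Among the 5955 probes with a value on all 4 arrays, the mean log2 ratio was at least 1 for 325 and at most -1 for 493, or 818 in total. With a value required on at least 2 arrays, 354 probes were higher and 533 lower in the 5A mutant, or 887 of 6157. The choice that moved this number most was to require every measured array to pass the cut-off in 1 direction, which left 129 higher and 179 lower. Of the 818 probes, 791 had the same sign on all 4 arrays, and 811 had an adjusted p under 0.05 in the limma fit over 6157 probes. That fit called 2495 probes, 1220 higher and 1275 lower, of which 1622 changed by less than 2-fold. Without array 1, 3 or 4 it called 1438, 1501 or 1492, and without array 2 it called 3120. Called probes at 2-fold or more numbered 873. The higher probes were not spread evenly over the genome. Chromosome XI held 128 of the 354 probes that were 2-fold or more higher (36.2%), against 5.15% of all tested probes, and 6 of the probes that were 2-fold or more lower. The median log2 ratio of its 317 probes was 0.89, and that of the other nuclear chromosomes was -0.04. Mitochondrially encoded genes gave 18 of the higher and 6 of the lower probes. From the fold cut-offs the paper takes these genes as differentially expressed and builds its networks from them.

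**Figure D1:**
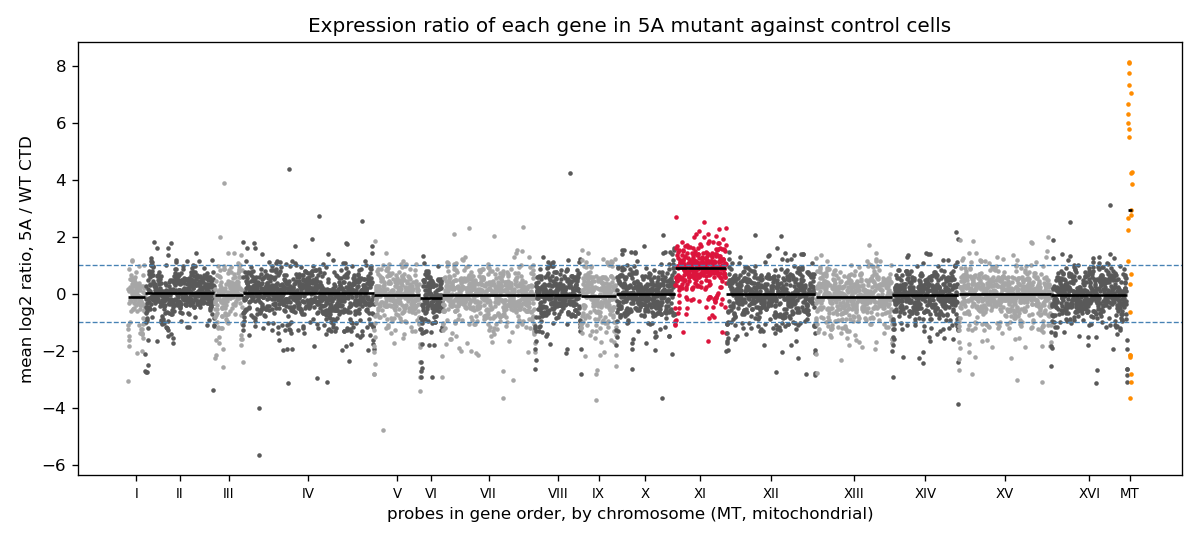
Mean log2 ratio of the 5A mutant over the control for each of 6157 probes, in gene order along the chromosomes. Black lines are chromosome medians and dashed lines mark 2-fold. The red points of chromosome XI have a median of 0.89, and the orange points of the mitochondrial genome reach 8.12.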

The *Saccharomyces* genome database (SGD) contained no functional annotation for 277 of these genes and, therefore, they were not included in network constructions. Because we could anchor networks on one end with a known CTD mutation, and on the other with defined phenotypes, we sought to build metabolic networks that could help to guide future research on the pathways in between. Based on 5A mutant phenotypes, we chose three categories to construct sub-networks of “direct interactions” among differentially regulated genes; (i) chromosome segregation, (ii) cell wall and membrane biosynthesis, (iii) cell cycle regulation and DNA repair (Fig. 3). Genes were included in networks if they were differentially regulated and also fell into one of the identified categories based on SGD annotation.

**Figure 3:**
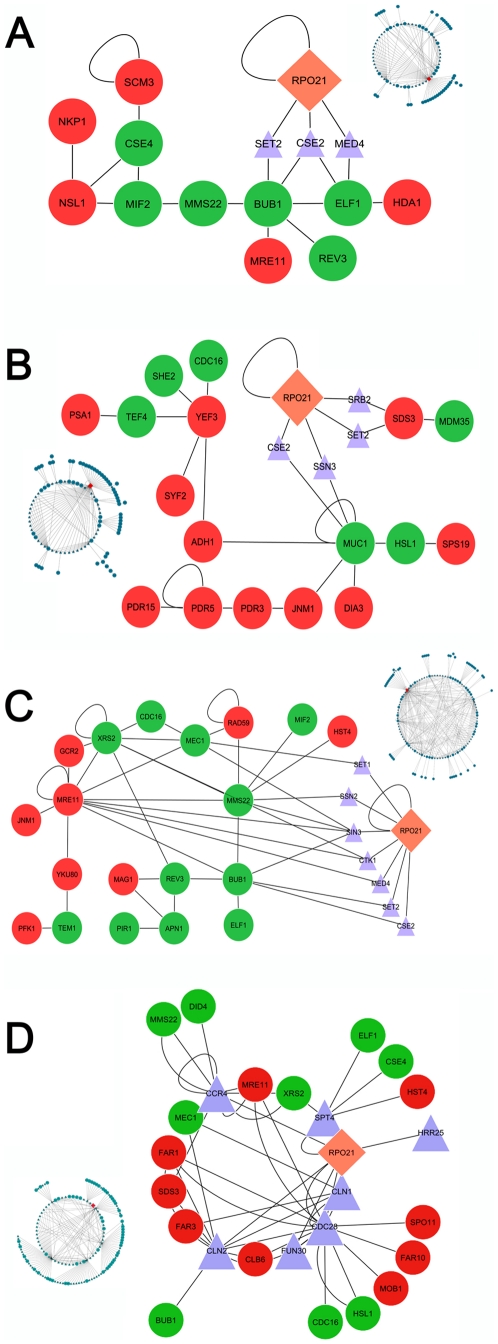
CTD and direct interaction networks. Combined networks linking first interactions of RPB1/RPO21 with direct interactions among differentially expressed genes. A) Chromosome segregation network, including proteins involved in functions such as chromosome segregation, mitotic segregation, kinetochore, and mitotic spindle assembly. B) Cell wall and membrane network, including genes related to sporulation, cell wall synthesis, cell wall structure, and plasma membrane components. C) Cell cycle and repair network, including different break repair strategies, cell cycle signals, and responses to DNA damage. D) A network expanding possible connections to direct RNAP II interactors that have not been demonstrated to interact specifically with the CTD. This network includes genes that are differentially expressed in the 5A mutant, and for which there is prior experimental evidence of similar phenotypic effects as those exhibited in 5A cells. In all panels, pink diamonds indicate RPB1/RPO21, blue triangles are first interactions of RPB1, and circles are differentially regulated genes. Red circles indicate down regulation, green indicate up regulation, and light blue indicates no change in regulation (restricted to sequences that interact directly with the CTD in final networks). Insets in each panel show the complete union of RPB1 plus direct interaction expression networks for that functional category, from which the CTD plus first interaction sub-networks were extracted. Larger, versions of the inset full networks are provided in figures S2, S3, S4, S5.

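The 4 panels draw 46 circles, 18 as up-regulated and 28 as down-regulated. Every circle had a mean log2 ratio of the drawn sign. The mean passed 2-fold for 17 of the 18 genes drawn as up-regulated and for 25 of the 28 drawn as down-regulated. On every measured array the ratio passed 2-fold for 6 and 10 of them. The limma fit over 6157 probes called 18 and 26 in the drawn direction, and adjusted over the list alone it called 18 and 27. The circles were chosen by the study on these arrays, so neither the signs, the 2-fold counts nor the calls are independent evidence. DID4 had a value on 2 arrays and MRE11 on 3, and the other circles on all 4. Of the genes drawn as up-regulated, 11 lie on chromosome XI, and none of the genes drawn as down-regulated does. After each chromosome was centred on its median, a step chosen after the shift of chromosome XI was seen, 1 of these 11 stayed at 2-fold or more, against 10 before. RPO21 itself, the gene that carries the CTD, had a log2 ratio of -5.67 ± 0.75 (SD, n = 4, limma adjusted p = 6.11e-05). Its neighbour SCM3, at -4.02, and URA3, at -4.80, were far lower as well. The paper's methods describe replacing the WT CTD by way of plasmids linked to URA3 and LEU2. The ratio may therefore reflect plasmid content or where the probe lies, and cannot be read as RPO21 expression alone.

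**Figure D2:**
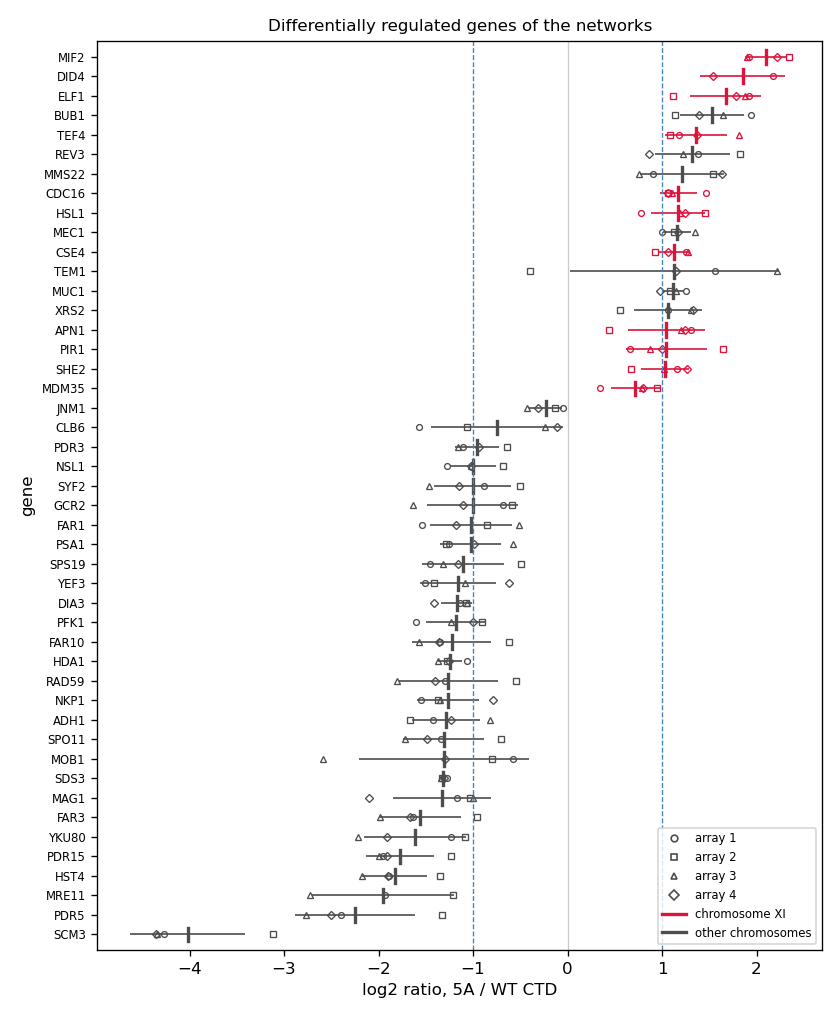
Log2 ratio of the 5A mutant over the control for the 46 genes drawn as circles, 1 symbol per array, with the mean (tick) and the SD (line). Dashed lines mark 2-fold. Genes of chromosome XI, in red, make up 11 of the 18 genes drawn as up-regulated.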

Although we based construction of our metabolic networks on observed mutant phenotypes, as a further validation of our GO categories we performed clustering with Cytoscape plug-in Bingo 2.3 [16]. This allowed us to examine whether differentially expressed genes in our predicted GO categories were significantly overrepresented in the microarray data. Using Bingo 2.3, we ran a hypergeometric test on all differentially regulated genes, with an output of overrepresented GO categories, using a Benjamini and Hochberg false discovery rate correction and a significance level of 0.05. This analysis showed significant enrichment in GO categories associated with cell wall metabolism, chromosome organization and biogenesis, and mitotic recombination. Although this result helps to validate our choices of metabolic categories for network analyses, it is important to note that gene functional annotations and, therefore, GO classifications currently are incomplete. Consequently, the lack of significant GO assignments in other metabolic categories does not necessarily indicate an absence of biological relevance. Rather, it can be viewed as an opportunity to discover novel biological function [17].

To create complete networks that can be tied specifically to CTD mutations, we also identified all proteins in the database that exhibit “first interactions” with the CTD, and determined where they intersect with “direct interactions” of differentially regulated genes from each of the phenotype sub-networks described above. It should be noted that CTD “first interaction” proteins could impact yeast phenotypes either because they cannot interact properly with the altered 5A CTD protein, or because they are, themselves, differentially expressed as a result of 5A mutations. Although based on our microarray data a number of proteins known to bind the CTD are encoded by genes differentially expressed in the 5A mutant, no CTD first interactors included in our networks turned out to display significantly altered expression (see figure S1 for details on CTD interactors).

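The networks draw 16 first interactors of RPB1 as triangles. CCR4, SPT4, HRR25, CLN1, CLN2, CDC28 and FUN30 are drawn in panel D only. The paper builds that panel from RPB1 interactors without an experimental tie to the CTD. Its statement on CTD first interactors may therefore not cover them. For HRR25, however, the paper's Discussion names a CTD binding domain, so the statement may apply to this gene. Of the 16, 15 changed by less than 2-fold on average, and 2 genes instead of 1 passed it without array 1 or without array 4. In the 5A mutant 9 of the 16 were lower. The limma fit over 6157 probes called 8 of the 16, and adjusted over the list alone also 8, of which 5 were lower and 3 higher. The study placed these genes in networks built from the same arrays, so the list is not independent of them. CTK1, the catalytic subunit of the CTD kinase CTDK-I, was the triangle past 2-fold, with a log2 ratio of 1.41 ± 0.20 (SD, n = 4, limma adjusted p = 0.000727). It lies on chromosome XI, and its ratio was 0.52 after each chromosome was centred on its median. The CTD-linked kinase gene SSN3 had a log2 ratio of -0.78 ± 0.49 (SD, n = 4, limma adjusted p = 0.0200), and was not called without array 3 or array 4 (limma adjusted p = 0.0631 and 0.0602). SSN2 was at -0.62 ± 0.23 (SD, n = 4, limma adjusted p = 0.0133) and was not called without array 1, 3 or 4 (limma adjusted p = 0.0706, 0.0535 and 0.0649). SPT4, at 0.54 ± 0.40, and FUN30, at -0.39 ± 0.14 (SD, n = 4), were called with all arrays (limma adjusted p = 0.0465 and 0.0479) and lost their call whichever array was left out, with adjusted p between 0.0585 and 0.165. SET1 and SET2, both at -0.27, were not called (limma adjusted p = 0.108 and 0.153).

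**Figure D3:**
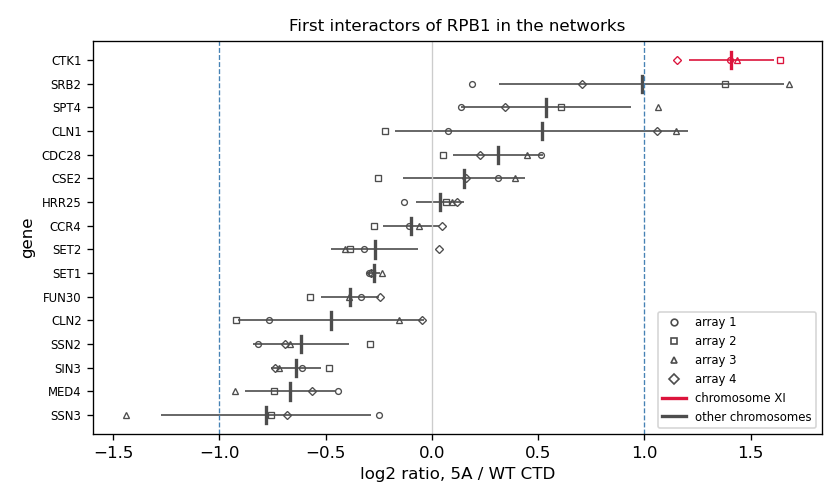
Log2 ratio of the 5A mutant over the control for the 16 first interactors, 1 symbol per array, with the mean (tick) and the SD (line). Dashed lines mark 2-fold. CTK1, in red for chromosome XI, lies above 1 on all 4 arrays.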

In annotating genetic interactions, the SGD does not distinguish between the CTD and other regions of the RPB1/RPO21 subunit of RNAP II. Although yeast is exceptionally well studied, many interactions between the CTD and associated proteins remain uncharacterized [18], [19]. We took a conservative approach, only including proteins that either contain an annotated CTD binding domain, or are known to interact directly with the CTD through empirical research. Below we describe three functional gene expression networks that link CTD first interactions to observed phenotypic changes in 5A mutant cells.

### Chromosome Segregation Network

Mitotic cell division ensures that chromosomes are faithfully replicated and segregate equally between mother and daughter cells, as the absence or irregular numbers of genes is typically deleterious or lethal [20]. In many eukaryotes, chromosomal movements during mitosis are mediated by conserved mechanisms involving three structures: the bipolar mitotic spindle, kinetochores (centromere DNA and associated proteins), and the centrosomes (microtubule organizing centers) [20].

We identified a chromosome segregation network of genes involved in proper kinetochore function that also can be linked to proteins that interact with the RNAP II CTD (Fig. 3A). Most notably MIF2 and CSE4 show increased expression, while NSL1 and SCM3 are down-regulated in the 5A mutant. It has been shown previously that when MIF2 is over-expressed, chromosomes mis-segregate during mitosis and cells accumulate in the G2 and M phases of the cell cycle as large buds [21]. 

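MIF2 (YKL089W) had a log2 ratio of 2.10 ± 0.22 (SD, n = 4, limma adjusted p = 0.000166) and CSE4 (YKL049C) one of 1.13 ± 0.16 (SD, n = 4, limma adjusted p = 0.00126). Both lie on chromosome XI, whose probes had a median shift of 0.89. Relative to that median, MIF2 was at 1.21 and CSE4 at 0.25, and CSE4 was then not called (limma adjusted p = 0.184). NSL1 (YPL233W) was at -1.001 ± 0.24 (SD, n = 4, limma adjusted p = 0.00251), at the 2-fold cut-off, and with 1 array left out it lay between -1.11 and -0.91. SCM3 (YDL139C) was far lower, at -4.02 ± 0.61 (SD, n = 4, limma adjusted p = 0.000114), a ratio of 0.0616. SCM3 is the neighbour of RPO21 in the gene order of chromosome IV. The paper reasons that altered regulation of these kinetochore genes, reached from the CTD through the network, could contribute to large size, abnormal budding and possible aneuploidy.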

Mutations in CSE4 also result in large budded cells and an increase in the frequency of nondisjunction [22]. SCM3 is involved in the localization of CSE4, and SCM3 deletion mutants show disrupted localization of the centromere [23]. Finally, NSL1 is essential in yeast, and mutations lead to large budded cells and defects in microtubule formation [20]. Our network analyses implicate pathways through which regulation of these genes could be influenced by the mutated CTD, thereby contributing to large size, abnormal budding and possible aneuploidy in 5A mutant cells (Fig. 3A).

Cells rely on checkpoint surveillance mechanisms to ensure proper genome replication and promote high fidelity of the division cycle [12]. A key node in our chromosome segregation network analyses is occupied by the over-expressed BUB1 gene (Fig. 3A), which is part of a checkpoint that delays the onset of anaphase in cells with defects in mitotic spindle assembly, or in the attachment of chromosomes to the spindle microtubules. 

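BUB1 (YGR188C) was higher in the 5A mutant on every array, with log2 ratios of 1.94, 1.14, 1.64 and 1.40 and a mean of 1.53 ± 0.34 (SD, n = 4, limma adjusted p = 0.000989). With 1 array left out the mean stayed between 1.39 and 1.66. The gene lies on chromosome VII, whose median shift was -0.05.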

Research has shown that over expression of a dominant mutant, BUB1-5, can delay mitosis [24], which could help to explain the observed increase in doubling time in 5A cells. Additional up and down regulated genes in this network are shown in figure 3A.

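Of the other genes of this network, ELF1 was at 1.67 ± 0.38 (SD, n = 4) on the log2 scale and MMS22 at 1.21 ± 0.44 (SD, n = 4). ELF1 lies on chromosome XI and was at 0.79 relative to its median, where it was still called. All 11 circles of this panel passed 2-fold in the drawn direction, and 3 of its 6 circles drawn as up-regulated lie on chromosome XI. Among the down-regulated genes, NKP1 was at -1.26 ± 0.33 and HDA1 at -1.24 ± 0.13 (SD, n = 4). MRE11 was at -1.95 ± 0.75 (SD, n = 3), with the value of array 4 missing. The limma fit called all 5, with adjusted p between 0.000848 and 0.00416.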

### Cell Wall and Membrane Network

Although our expression data suggest many possible genes that could result in abnormal DNA content and, indirectly, in cell budding and size effects, we also were interested in examining possible gene pathways that could contribute directly to increased average size of 5A mutant cells. We therefore formed a network based on the intersection of CTD first interactions with a sub-network of differentially expressed genes known to be involved in cell wall and membrane synthesis, sporulation, and cell growth.

This network identified a number of genes that could contribute to increased cell size (Fig. 3B). Of particular interest are CDC16, HSL1, PSA1, and genes listed as ATP-binding cassettes. 

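CDC16 (YKL022C) had a log2 ratio of 1.17 ± 0.20 (SD, n = 4, limma adjusted p = 0.00126) and HSL1 (YKL101W) one of 1.17 ± 0.28 (SD, n = 4, limma adjusted p = 0.00179). Both are genes of chromosome XI. Relative to that chromosome's median they were at 0.29 and 0.28, and neither was then called (limma adjusted p = 0.140 and 0.169). PSA1 (YDL055C) fell to -1.03 ± 0.32 (SD, n = 4, limma adjusted p = 0.00329), and its ratio on array 3 was -0.58.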

CDC16 is an essential member of the anaphase-promoting complex (APC) and several temperature-sensitive mutants CDC16 arrest as large-budded cells with the nucleus at the neck [25]. HSL1 mutants also exhibit abnormally elongated buds [26] and mutants of PSA1, which synthesizes GDP-mannose for incorporation into N-linked and O-linked glycoproteins, have defects in cell wall biosynthesis [27], [28].

This network also included a number of genes for ATP-binding cassettes (ABC) PDR15, PDR3, and PDR5, all of which play important roles in drug efflux and may also function in cellular detoxification [29]. 

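The 3 genes were lower in the 5A mutant on every array. The mean log2 ratio was -2.25 ± 0.63 for PDR5 (SD, n = 4, limma adjusted p = 0.000953), -1.77 ± 0.36 for PDR15 (SD, n = 4, limma adjusted p = 0.000683) and -0.96 ± 0.23 for PDR3 (SD, n = 4, limma adjusted p = 0.00269). PDR3 thus stayed short of the 2-fold cut-off, and its mean was -1.07 without array 2.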

The relevance of these genes is in their abilities to regulate other genes involved in DNA damage repair [30]. Problems with regulation of DNA damage repair and chromosome mis-segregation have been found in aneuploid cells with mutated cohesion proteins. These mutants display relevant reactions to internal and external stress stimuli, including changes in DNA damage repair, mitochondria function, and oxidative stress, all of which play important roles in yeast apoptotic cell death [31]. Additional genes in this network are shown in figure 3B.

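In the rest of this network, TEF4 was at 1.36 ± 0.32, MUC1, listed in the gene table as FLO11, at 1.12 ± 0.11, SHE2 at 1.03 ± 0.26 and MDM35 at 0.72 ± 0.26 on the log2 scale (SD, n = 4). TEF4, SHE2 and MDM35 lie on chromosome XI. Their values relative to its median were 0.47, 0.14 and -0.17, and none of these was called. The genes drawn as down-regulated included ADH1 at -1.28 ± 0.36, SDS3 at -1.32 ± 0.03, DIA3 at -1.17 ± 0.17, YEF3 at -1.16 ± 0.40, SPS19 at -1.11 ± 0.43 and SYF2 at -1.003 ± 0.41 (SD, n = 4), each called by limma with an adjusted p between 0.000596 and 0.00540. JNM1 (YMR294W) was at -0.23 ± 0.17 (SD, n = 4, limma adjusted p = 0.193) and was not called. Of the 17 circles in this panel, 14 passed 2-fold in the drawn direction, and 5 of its 6 circles drawn as up-regulated lie on chromosome XI.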

### Cell Cycle and DNA Repair Network

Because we recovered BUB1 as a key node in the chromosome segregation network, we decided to investigate whether additional checkpoint or repair mechanisms could be identified in a network of differentially expressed genes in the 5A mutant (Fig. 3C). The networked genes involved in cell cycle checkpoints included PFK1, TEM1, HST4, SIN3 and, of particular interest, MEC1. 

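Among these checkpoint genes, MEC1 was higher on every array, at 1.16 ± 0.15 on the log2 scale (SD, n = 4, limma adjusted p = 0.00111). TEM1 averaged 1.13 ± 1.11 (SD, n = 4, limma adjusted p = 0.0496) and was at -0.39 on array 2. It was not called without array 1, array 3 or array 4 (limma adjusted p = 0.167, 0.174 and 0.121), nor after the arrays were brought to a common spread (limma adjusted p = 0.0574). HST4 was at -1.83 ± 0.35 (SD, n = 4, limma adjusted p = 0.000586) and PFK1 at -1.18 ± 0.31 (SD, n = 4, limma adjusted p = 0.00192). SIN3, drawn as a first interactor, was called at a ratio short of 2-fold, -0.64 ± 0.12 (SD, n = 4, limma adjusted p = 0.00767).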

Mutations in MEC1 have been shown to lead to multiple defects, including sensitivity to DNA damage, impaired checkpoint functions, chromosome breakage, and loss of telomeric silencing [32], [33].

In addition to checkpoint-related genes, this network also recovered APN1, MAG1, and REV3, which all are involved in DNA repair [34], [35], [36]. 

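REV3 (YPL167C) was at 1.32 ± 0.40 (SD, n = 4, limma adjusted p = 0.00196), MAG1 (YER142C) at -1.33 ± 0.52 (SD, n = 4, limma adjusted p = 0.00332) and APN1 (YKL114C) at 1.05 ± 0.41 (SD, n = 4, limma adjusted p = 0.00456) on the log2 scale. MAG1 was between -1.17 and -1.003 on 3 arrays and at -2.10 on array 4. APN1, a gene of chromosome XI, was at 0.16 relative to that chromosome's median and was then not called (limma adjusted p = 0.513).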

Interestingly, three genes (XRS2, RAD59, and YKU80) found in the network are implicated not only in DNA checkpoint controls, but also double-strand break repair using both homologous and nonhomologous mechanisms [37], [38], [39]. 

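XRS2 was higher in the 5A mutant, at 1.06 ± 0.36 (SD, n = 4, limma adjusted p = 0.00347), and RAD59 and YKU80 lower, at -1.26 ± 0.53 (SD, n = 4, limma adjusted p = 0.00416) and -1.61 ± 0.54 (SD, n = 4, limma adjusted p = 0.00190). Array 2 gave the value nearest to 0 for all 3 genes, 0.55, -0.54 and -1.09.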

All genes in this network are shown in figure 3C.

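The network also draws PIR1 at a log2 ratio of 1.05 ± 0.43 (SD, n = 4, limma adjusted p = 0.00506) and GCR2 at -1.004 ± 0.48 (SD, n = 4, limma adjusted p = 0.00751). PIR1 lies on chromosome XI and was at 0.16 relative to its median, where it was not called. Of the 19 circles in this panel, 18 passed 2-fold in the drawn direction, and 5 of its 11 circles drawn as up-regulated lie on chromosome XI.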

## Discussion

Although microarray data allowed us to identify differentially expressed genes in functional categories related to observed 5A mutant phenotypes, and to build pathways among these genes, there is no indication that most products of these genes have direct interactions with the RNAP II CTD. Likewise, of the proteins known to interact with the CTD, none that show altered expression in 5A mutant cells are implicated in the phenotypic changes observed. In contrast, by connecting sub-networks of genes identified in microarray analyses, with proteins known to bind the CTD, we were able to form putative connections between phenotypic changes and the specific CTD alterations introduced. As discussed above (and more extensively in our methods section), CTD associated proteins may or may not be differentially expressed (those connected to our specific functional networks were not); however, in either case their downstream effects can be further modulated by reduced efficiency of their direct physical interactions with the mutated CTD. For example, like CSE2 discussed below, HRR25 is a protein kinase that contains a CTD binding domain and has been shown to be involved in regulating DNA repair and chromosome segregation [6], [40].

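HRR25 (YPL204W) had a log2 ratio of 0.04 ± 0.11 (SD, n = 4, limma adjusted p = 0.830), and its ratio stayed between -0.13 and 0.12 on the 4 arrays.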

Because we were conservative in building our CTD “first interactions” sub-network, limiting it to proteins for which there is specific evidence of a CTD interaction, its intersections with gene expression networks are likely to be missing important nodes. This undoubtedly includes some genes that are differentially expressed in the 5A mutant, but could not be connected to a direct interaction with the CTD. There are many additional genes in the SGD that are annotated as interacting with the RNAP II largest subunit; however, binding domains in CTD associated proteins are not well conserved [10], making it difficult to assign a given RPB1 protein interaction to the CTD without experimental evidence. Nevertheless, given the remarkable number of CTD-protein interactions already established [6] there undoubtedly are additional networks of genes connected to the CTD that play a role in the complex phenotypes of our 5A mutant.

To investigate additional possible connections between 5A CTD mutations and phenotypic changes, we relaxed our requirement for a demonstrated CTD-protein interaction and created one additional interaction network (Fig. 3D). It linked differentially expressed genes with empirically demonstrated effects similar to 5A mutant phenotypes, to first interactors with RPB1 that have not been tied to the CTD experimentally. This network not only recovered genes in the chromosome segregation pathway discussed above (BUB1, ELF, CSE4), but also genes such as MOB1 that is required for mitotic exit, and CLB6 that is involved in mitotic spindle formation. 

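MOB1 (YIL106W) was lower at -1.31 ± 0.90 on the log2 scale (SD, n = 4, limma adjusted p = 0.0161), with ratios from -2.58 to -0.58, and was not called without array 4 (limma adjusted p = 0.0514). CLB6 (YGR109C) was at -0.75 ± 0.69 (SD, n = 4, limma adjusted p = 0.0529). Its ratio was -1.57 and -1.06 on arrays 1 and 2 and -0.24 and -0.11 on arrays 3 and 4, and its mean was called only without array 4 (limma adjusted p = 0.0464). DID4, of chromosome XI, was at 1.85 with values on 2 arrays and at 0.98 relative to that chromosome's median, where it was still called, and SPO11 was at -1.31 ± 0.43 (SD, n = 4, limma adjusted p = 0.00235). Of the 18 circles in this panel, 17 passed 2-fold in the drawn direction, and 5 of its 9 circles drawn as up-regulated lie on chromosome XI.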

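The genes FAR1, FAR3 and FAR10 were lower in the 5A mutant. The log2 ratio was -1.56 ± 0.44 for FAR3 (SD, n = 4, limma adjusted p = 0.00138), -1.22 ± 0.42 for FAR10 (SD, n = 4, limma adjusted p = 0.00271) and -1.02 ± 0.44 for FAR1 (SD, n = 4, limma adjusted p = 0.00579). CLN1 was at 0.52 ± 0.69 (SD, n = 4, limma adjusted p = 0.143), CLN2 at -0.47 ± 0.44 (SD, n = 4, limma adjusted p = 0.0796) and CDC28 at 0.31 ± 0.21 (SD, n = 4, limma adjusted p = 0.112), and none of these 3 was called. Without array 2, CLN1 was at 0.76 (limma adjusted p = 0.0305) and CDC28 at 0.40 (limma adjusted p = 0.0404).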

Interestingly, FAR1, FAR3, FAR10, CLN1, CLN2, and CDC28 play roles in cell cycle regulation either by promoting its continuation or its arrest. An interesting aspect of this finding is the ability of CLN1 and CLN2 to form a complex with CDC28 to promote progression through the cell cycle [12]. Experimental evidence shows that prevention of CLN2 accumulation can cause cells to delay in G1 [41], [42], a characteristic of aneuploid cells [12] and one that is consistent with the reduced growth rate of 5A mutant cells. Additionally, PIN1, which is required for chromosome condensation, acts to stimulate hyperphosphorylation of the CTD, affecting transcription and the cell cycle [43], [44]. The CTD plus direct interaction networks associated with abnormal DNA content are even more complicated when examining the role of mediator.

### Mediator and CTD mutant phenotypes

The mediator complex is required for regulation of most RNAP II transcription [45]. It is composed of multiple subunits organized into three regions; the head, middle, and tail. Domains of the head and middle interact directly with the CTD, however, additional research is needed to elucidate exactly which subunits play a role in binding [46]. In the three functional interaction networks we created (Figs. 3A–C), three different mediator proteins are found (MED4, SRB2, and CSE2); of central interest is CSE2, found in the middle region [46]. 

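CSE2 (YNR010W) had a log2 ratio of 0.15 ± 0.29 (SD, n = 4, limma adjusted p = 0.449), so its expression did not differ beyond the spread between arrays. MED4 (YOR174W) was lower at -0.67 ± 0.21 (SD, n = 4, limma adjusted p = 0.00923). SRB2 (YHR041C) was at 0.99 ± 0.67 (SD, n = 4, limma adjusted p = 0.0189), just short of 2-fold, and its ratio ranged from 0.19 to 1.68 over the arrays. Its mean was 1.26 without array 1 and 0.76 without array 3, and in the latter case it was not called (limma adjusted p = 0.0709).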

CSE2 mutants experience chromosome mis-segregation, large budded cells, elongated yeast bodies, and slow growth [13]. In other words, known CSE2 mutant phenotypes are very similar to our 5A CTD mutant; combined with its appearance in all three networks, disruption of possible CSE2-CTD binding appears as a most promising explanation for why 5A insertions into the CTD lead to large cells with abnormal accumulations of excess DNA. Thus, our network analyses point to CSE2 as a potentially key node in CTD-transduced metabolic networks, and suggest new directions for experimental research into the specific mechanics of CSE2-CTD interactions.

Sequential changes in the phosphorylation state of the CTD order and orchestrate the roles of its various proteins partners throughout the transcription cycle [6]. Mediator is required not only for transcriptional suppression, but also for the stimulation of basal transcription and regulation of CTD phosphorylation efficiency [45], [46], [47]. *In vitro* experiments using CTD kinases CDK7/CycH/MAT1, CDK8/CycC (SSN3, found in the middle region of the mediator), CDK9/CycT1, and yeast CTDK-I, all showed a sharp decrease of *in vitro* phosphorylation of a 5A-mutated CTD fusion protein relative to a WT CTD control sequence [10]. Thus, altered phosphorylation could explain why CSE2 and/or other first interactions with the 5A mutated CTD are disrupted. This, in turn, would initiate downstream cascades of altered gene regulation, leading to defective chromosome replication or segregation, large cells, and slow growth. Certainly it is also possible that CSE2 and other specific associated proteins could have trouble binding the 5A mutated CTD, even were it properly phosphorylated [10]. Thus, empirical data on the structure of CTD docking domains in CSE2 would indicate whether the insertion mutations interfere directly with CTD binding, or whether the effects are indirect and due to changes in post-translational CTD modifications.

### Conclusions

Our novel CTD/gene/protein network analyses point to previously uncharacterized pathways important for maintaining proper genome maintenance and cell division in yeast. To our knowledge, examination of 5A CTD mutant phenotypes, and their underlying genetic bases, provides the first specific evidence for a role of the RNAP II CTD in several of these processes. The networks we constructed can be viewed as working hypotheses for how alterations of the CTD could be transduced to produce the pleiotropic effects observed. As highlighted above, the potential relevance of these pathways is supported by empirical studies of abnormal DNA content resulting from mutations of CTD associated proteins and of genes connected in our downstream direct interaction networks. One protein in particular, the mediator component CSE2, is identified as a key node connecting the CTD with a variety of the relevant genes with altered expression in 5A mutant cells. This conclusion finds strong empirical support from investigations with CSE2 mutants that exhibit very similar morphological phenotypes to 5A mutants [13]. Our results with CSE2, along with other genes highlighted, provide a foundation for further investigations into understanding the role of the CTD in maintaining genome integrity and controlling the cell cycle.

Given the number and complexity of CTD-protein interactions, zeroing in on the specific effects of different CTD mutations can be a daunting task. We have demonstrated that combining network analyses with empirical expression (microarray) data can provide novel insights into how the CTD could influence complex processes like genome duplication and cell wall formation. With a total of 818 genes out of 6221 genes showing significantly different expression in the 5A mutant, verification of the key interactions that cause observed phenotypes requires further experimental investigation. Nevertheless, our integrated approach shows promise for gaining insights into the role of the CTD in core processes in yeast, and for suggesting new mechanistic hypotheses that can be tested through direct empirical analyses.

## Methods

### Measurement of Cell Size

Yeast cells were transformed with mutated CTD sequences containing 5 alanine insertions between diheptad units via the plasmid shuffle, as described in greater detail previously [8], [9]. Briefly, complementary 5′-phosphorylated oligonucleotides were designed to encode the consensus CTD heptad in yeast, with additional Ala residues inserted between diheptads. Codon choices matched the most commonly used triplets in the yeast WT CTD. When annealed, the resulting double-stranded fragments were left with overhangs matching the two different *Ava*I recognition sites to facilitate directional cloning of concatenated fragments. Complementary oligonucleotides were annealed together and ligated into the pSBO vector. Because CTD truncation mutants with fewer than 13 repeats show at least conditional phenotypes, we screened artificial CTD sub-clones for inserts containing at least 13 WT heptapeptide motifs. The yeast WT CTD was replaced by mutated constructs via the plasmid shuffle. The yeast strain Z26 [48] was transformed by lithium-acetate treatment [49] and selected on synthetic complete (SC)-Leu-Ura medium to retain both the *URA3-*linked WT CTD and *LEU2*-linked mutated genes. Transformed colonies were replica-plated onto SC-Leu medium containing 5-fluoroorotic acid (5-FOA) to select cells without the *URA3*-linked RPB1^+^ gene [50].

Axenic transformed yeast cultures were grown to an optical density of 0.2 at 600 nm (OD600) in 10 mL of YPD (1% yeast extract, 2% peptone, and 2% dextrose) medium. Cells were placed on glass slides and photographed at 1000X under oil immersion. Cell size was determined using Motic Camera Plus software that integrates the observed area under a traced object. For unbiased sampling, slides were moved haphazardly through 15 fields of view, beginning with the objective at the edge of the cover slip. Pictures were taken of each new field of view until the opposite end of the cover slip was reached. All cells within a given frame were measured (average of six per frame). If budding or clumping was observed the largest cell in the group always was measured; if there were more than three cells in a clump, measurements were not taken.

### Flow Cytometry

Axenic yeast cultures were grown to an OD600 of between 0.2–0.5 in 10 mL of YPD, indicating early to mid log phase. Vortexing was implemented throughout the protocol to help break clumps, because sonication proved to be too harsh to permit consistent recovery of signal from 5A mutants. Approximately 1×10^6^ cells were harvested, pelleted in a tabletop centrifuge, and resuspended in 1 mL of 70% ethanol for 2 hours. Cells were washed twice in 2 mL of 0.05 M sodium acetate, resuspended in 1 mL of 0.05 M sodium acetate and 20 µL of 10 mg/mL of RNAase, incubated for 1 hr at 50°C, then for an additional hour with the addition of 35 µL of 10 mg/mL of proteinase K. Cells were washed and resuspended in 0.05 M sodium citrate and 35 µL of propidium iodide and analyzed for DNA content using a Becton Dickinson FACScan instrument. Flow cytometry outputs shown on dot plots were gated to exclude doublet signals. Gating was kept consistent throughout all samples to be conservative. A small 2C peak was visible in histogram plots in some FACS runs but not in others; however, percentages of cells under each predetermined marker range was similar in all measurements of control cells. Histograms of fluorescent signal, dot plots, and data statistics were analyzed in WinMDI 2.8 [51]. Flow cytometry markers were determined using the following equations, and the percentages of cells under each marker were calculated as follows, where *SSP = *Strongest G1 Signal Peak, *MR = *Marker Range (*SSP*/4): *G1* = *SSP* +/− *MR*, *G2* = 2 X *SSP* +/− MR, S-phase = interval between *G1* and *G2* brackets.

The time course for this experiment involved growing cells repeatedly to stationary phase and then inoculating fresh cultures. Measurements of cell size and DNA content were of cells that had been selected on 5-FOA plates, then transferred to YPD medium before clones were picked to inoculate the initial growth cultures examined. Thus, these mutant cells already had experienced an undetermined number of cell divisions before the start of our time course. After the freshly inoculated cultures had grown to early/mid log phase, a portion of the cells were fixed and analyzed as described above; the rest grew to stationarity and the process was repeated through 11 complete cycles. One additional measurement was taken after 20 of these growth cycles.

### Microarray analyses

RNA was extracted from fresh pellets of yeast cultures at log phase, grown to an OD600 of 0.8 in 100 ml of YPD medium at 30°C in a shaker at 225 rpm. Total RNA was extracted using Qiagen's RNeasy Kit (Valencia, CA). Four replicates for each sample yeast strain (5A and wild-type CTD control) were prepared, and 10 µg total RNA for each replicate was analyzed at the Duke University DNA Microarray Center. Array ID YO06N from Operon Yeast Genome Oligo Set version 1.1.2 was used for the hybridization. The direct labeling protocol was performed for sample RNAs, which included steps of first strand synthesis, slide preparation, hydrolysis, cDNA purification, hybridization and array washing. Cy3 and Cy5 were used for labeling the samples. Maui hybridization and TIGR washing system were used in this protocol for array hybridization and washing respectively. The full protocol can be found at http://www.genome.duke.edu/cores/microarray/services/spotted-arrays/protocols/. Fluorescent DNA bound to the microarray was detected with a GenePix 4000B scanner (Axon Instruments, Foster city, CA), using the GenePix 4000 software package to locate signal from spots. Normalization and statistical analysis were performed using Duke University BASE web server (https://base-server.duhs.duke.edu/). GO annotation was used for gene ontology. These expression data are MIAME compliant, and have been deposited in NCBI's Gene Expression Omnibus [15] and are accessible through GEO Series accession number GSE14342 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE14342).

### Network analyses

All differentially expressed genes in microarray analyses, along with known RNAP II-protein interactions downloaded from Thebiogrid.org, were loaded into the Cytoscape program (www.cytoscape.org; [52], [53]). GO categories were chosen based on clearly observed phenotypic changes. All differentially expressed genes from microarrays falling into specific categories designated in the Yeast Genome Database (YGD), e.g., “chromosome segregation,” “cell wall synthesis,” were selected to build genetic networks. The immediate or “direct interactions” of the selected genes were downloaded from www.thebiogrid.org and loaded into Cytoscape. Each group of direct interactions was designated as a network. Networks were merged and genes that were not connected to first interactions with RNAP II, or were not expressed differentially based on microarray results, were deleted. From the union of direct and RNAP II first interaction genes that remained, we selected only those that connected to RPB1 through a characterized CTD binding domain, or based on empirical evidence of a direct interaction with the CTD. As a final pruning step, only contiguous links between genes differentially expressed in microarray analyses and CTD-protein interactions were retained for further analyses of subset genetic networks.

## Supporting Information

Figure S1 All first interactions with the CTD of RNAP II. Genes indicated in purple are those that connect expression networks to the CTD, none of these genes show significantly altered expression in the 5A mutant. CTD interactors that are more highly expressed, but do not connect to one of our metabolic networks, are in green and those with lower expression in red. Genes shown in smaller, cyan triangles, neither connect to a network, nor show significantly altered expression.
(1.14 MB TIF) Click here for additional data file.

Figure S2 Large version of Chromosomal segregation network
(10.16 MB TIF) Click here for additional data file.

Figure S3 Large version of cell wall and membrane network
(9.10 MB TIF) Click here for additional data file.

Figure S4 Large version of cell cycle and repair network
(1.53 MB TIF) Click here for additional data file.

Figure S5 Larger version of possible connections to the CTD
(1.57 MB TIF) Click here for additional data file.

File S1 Detailed description of all genes used in network analysis.
(0.19 MB PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

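RNA from log-phase yeast of the 5A mutant and of control cells with the WT CTD, 4 replicates of each, was compared on 4 spotted oligonucleotide arrays, the 5A mutant in the Cy5 and the control in the Cy3 channel on all 4. The authors scanned the arrays, normalized the signals on the BASE server and deposited log2 ratios, 1 per probe and array. The base and the direction of the ratio are not given with the values. They were read as log2 of the 5A mutant over the control, because with a value on all 4 arrays the numbers of probes at or above 1 and at or below -1 are 325 and 493, the paper's numbers of up- and down-regulated genes. The table of 6210 probes was used as it stood. Individual spot intensities were not analysed here, so background and saturation could not be examined.

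The log2 ratios of the 6157 probes with a value on at least 2 arrays were fitted with an intercept in limma 3.58.1 under R 4.3.3, with eBayes and Benjamini-Hochberg adjustment at 0.05. The paper's fold rule was applied to the mean log2 ratio at cut-offs of 1 and -1. For each of 16 nuclear chromosomes, the median log2 ratio of an array minus that array's median over all probes was tested over the 4 arrays in the same way. Gene sets were tested with camera at a preset correlation of 0.01, camera with the correlation estimated from the data, and fry. There were 7 lists: the ribosomal protein genes, whose symbols start with RPL, RPS or RPP and a digit (RPP1, a ribonuclease P subunit, falls under this rule), stress-induced genes, and retrograde, PDR3-regulated, haploid-specific, mating and phosphate-responsive genes. Set tests used probes with a value on all 4 arrays. The genes of Figure 3 were read from the picture, so their values and tallies are given and no set test was run on them. Figures were drawn with matplotlib 3.10.9, and other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

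Genes that the paper's text on the networks names or Figure 3 draws are reported, except 1 named in the text that is not reported here, and in addition the 5 genes with the largest positive and the 5 with the largest negative mean among those with an adjusted p under 0.05, a value on all 4 arrays and the same sign on all 4. The fit was tested on simulated data for the 6157 probes, in which 200 were changed by log2 ratios between 1 and 2. It recovered 83.5% of them, and 5.65% of the calls were of unchanged probes. The simulated noise was independent between probes and arrays and held no dye effect. The fit on the real data called 2495 probes, 1622 of them changed by less than 2-fold, so the 5.65% need not hold for those calls. With probes shuffled between chromosomes 100 times, separately on each array, the chromosome test made a call in 6% of the shuffles, and the largest shift was 0.10. Shuffling the arrays separately removes the agreement of a probe between arrays. The 6% is therefore not the rate of calls to be had when the same genes repeat on every array. An added shift of 0.5 was recovered as 0.46 on average and called in 100% of the shuffles.

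The main results were repeated with arrays centred on their median, arrays brought to a common spread, other requirements on missing values, other averages, robust eBayes, array weights, a plain one-sample test per gene, limma treat against a log2 ratio of 1, trimmed means of chromosomes, and each array left out in turn. These alternatives were set before the data were examined. Centring each chromosome on its median and, for the gene lists, leaving out the probes within 5 of a chromosome end were added after the shift of chromosome XI and the low ratios near the ends had been seen. Gene ontology enrichment, cell size and flow cytometry were not analysed here.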

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

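The tests on chromosome XI, on the plasmid-borne genes and on the order of the mitochondrial genes were chosen after the results had been seen. Those on LEU2, on the retrograde genes and on the PDR3-regulated genes were chosen before. The limits by which the tests in this part were read, such as asking camera and fry to pass together or setting the flanking probes against those of other chromosomes, were set after most values had been seen.

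Among 94 sets of 4 array values, 6 had 1 array far from the other 3, about the share that chance gives (1 in 20). Array 2 was the distant one in 4 of the 6. It gave 1.11 for ELF1 against 1.78 to 1.92 on the others, 0.44 for APN1 against 1.21 to 1.30, -3.11 for SCM3 against -4.35 to -4.27, and -1.23 for PDR15 against -1.99 to -1.91. The other 2 were CDC16 at 1.46 on array 1 and MAG1 at -2.10 on array 4. Array 2 also had the smallest spread of ratios, and among probes with a mean of at least 1 in size on the other arrays its ratios rose with that mean with a slope of 0.64. Its weight in limma's array weighting was 0.357. Whether RNA, labelling or culture set it apart was not tested, and no biological explanation was tested.

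Genes of chromosome XI were higher in the 5A mutant, with a median shift of 0.89 (standard error over arrays 0.01, limma adjusted p = 3.25e-09) and shifts of 0.88, 0.92, 0.88 and 0.89 on the 4 arrays. The next largest shift of a nuclear chromosome was -0.16, of chromosome VI. The paper does not report this shift. Relative to the other nuclear chromosomes the difference of medians was 0.92, and 87.7% of the probes of chromosome XI had a ratio above 0, against 47.4% elsewhere. A doubled chromosome in a haploid would give 1. Dye bias of single probes would spread over all chromosomes, whereas 36.2% of the probes that were 2-fold or more higher lay on this one. A duplication of part of the chromosome would leave some blocks near 0, and the lowest median of 10 blocks along it was 0.52. A trend along the order of ORF names stays open, because the 30 probes on each side of the chromosome in that order had a median of 0.28, above the medians of -0.40 to -0.04 for the same probes around 11 other chromosomes. An extra copy of chromosome XI in many 5A cells is a candidate explanation, found and tested on the same ratios. An effect of the 5A CTD on these genes and a strain difference other than the CTD were not tested.

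RPO21 was at -5.67 and URA3 at -4.80, and the neighbour of RPO21, SCM3, at -4.02. An RPO21 probe over the replaced CTD sequence would lower RPO21 alone, so the -4.02 of SCM3 argues against it as the whole cause. The paper's methods describe a WT RPB1 gene linked to URA3 that is removed from cells holding the mutated gene linked to LEU2. Such a plasmid, with the gene next to RPB1, in the control cells only may explain the 3 ratios, and the other measured genes within 3 of RPO21 had ratios no lower than -0.23. This would require the control cells to have kept URA3, which the paper does not state. A LEU2-linked plasmid in the 5A mutant only would raise LEU2, which was at -1.94, lower on all 4 arrays, and why it was lower was not tested. The low ratio of SCM3 at the claim on kinetochore genes cannot be assigned to the CTD from these values.

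Mitochondrially encoded genes differed in both directions. The highest mean was 8.12, for AI4, an intron-encoded ORF of COX1, and the lowest -3.67, for VAR1. Among genes with a value on all 4 arrays, the next largest positive ratios were those of AI5_BETA at 8.08, AI5_ALPHA at 7.75, AI3 at 7.31 and AI2 at 6.65. Of 27 probes, 18 were 2-fold or more higher and 6 lower. A different recovery of mitochondrial RNA would move them all 1 way, which the 6 lower probes argue against. Probes of 1 sign lay next to each other in gene order, in 5 runs (permutation test with 100000 shuffled orders, p = 0.00189), which a part of the mitochondrial genome missing in the control cells may explain. Genes transcribed or spliced together would form runs as well, so this stays a hypothesis. A missing part could raise a retrograde response in the control, and the 6 retrograde genes had a median of -1.07, all 6 lower, and lower on each array. Over the 7 lists tested, limma's camera and fry gave adjusted p = 0.00498 and 0.0200, and camera with the correlation estimated from the data gave adjusted p = 0.409, so this call holds with fry and not with the estimated correlation. Without array 1, 3 or 4 the fry call was lost (limma adjusted p = 0.0776, 0.0962 and 0.110). The other PDR3-regulated genes, without PDR3, PDR5 and PDR15, had a median of -0.33 with 6 of 7 lower. Camera and fry parted (limma adjusted p = 0.111 and 0.0227), so a response of PDR3 cannot be told apart from no response with these 7 genes.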

How the results depend on the processing

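The tests with chromosome-centred values and without probes near chromosome ends were chosen after the shift of chromosome XI and the low ratios near the ends had been seen, and the others before the data were examined.

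The number of genes at 2-fold or more lay between 777 and 1070 under the settings tried, except that requiring every array to pass the cut-off gave 308 (129 higher and 179 lower), because it asks more of each gene. Centring each chromosome gave 797, with 264 higher. Keeping each probe as its own item changed nothing, since no ORF has more than 1 probe, and this comparison is void.

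The 2495 genes called by limma depended on the arrays used. Array weights, which gave array 2 the lowest weight, raised the calls to 3364 (1649 higher and 1715 lower), 999 of them at 2-fold or more. Without array 2 there were 3120 calls, and without arrays 1, 3 and 4 there were 1438, 1501 and 1492. Higher genes ranged from 690 to 1532 and lower genes from 748 to 1588 over these. A fit on fewer arrays has less power. Why the calls rose without array 2 was not tested, and the genes at 2-fold or more rose as well, from 887 to 1070. A plain one-sample test per gene, which borrows no spread from other genes, called 914 genes (471 higher and 443 lower), and 404 of these were at 2-fold or more, against 873 with limma. Testing against a log2 ratio of 1 with limma treat called 149 genes, because most of the 873 do not exceed 2-fold beyond their error.

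All 46 circles of Figure 3 had the drawn sign with the other averages and with the arrays centred or brought to a common spread, and 45 after centring each chromosome, MDM35 being the exception. DID4 dropped out when array 1 or array 4 was left out, for lack of values. Those at 2-fold or more numbered 42, between 34 and 41 with 1 array left out, 30 after centring each chromosome, and 16 when every array had to pass. The first interactors at 2-fold or more numbered 1, or 2 with the median of log2 ratios or the mean of linear ratios, and between 1 and 2 with 1 array left out (2 without array 1 or array 4). The second gene was SRB2, whose mean of 0.99 lies near the cut-off.

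The number of chromosomes with a shifted median was 8, 13 with means trimmed by 10%, and between 3 and 9 with 1 array left out, the 3 without array 4. The cause was not tested. The error in this test is the spread of a median over 4 arrays that measure the same genes. It leaves out the spread between genes, an SD of 0.70 over probes of nuclear chromosomes other than XI. A call for a small shift, such as 0.05 for chromosome II, thus shows a median that repeated over arrays. It does not show that the chromosome as a whole moved. The shift of chromosome XI itself stayed between 0.85 and 0.90.

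The ribosomal protein genes kept a median above 0 and the stress-induced genes one below 0 in each setting. With the correlation estimated from the data, the camera p rose from 7.52e-14 to 0.351 and from 0.0128 to 0.413. The estimated correlations were 0.814 and 0.380, far above the preset 0.01. For the phosphate-responsive genes the camera p also rose, from 0.00403 to 0.0601, at an estimated correlation of 0.003. The higher correlation may thus be a part of the cause only, which was not tested further.

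Among the named genes, MDM35 and CCR4 changed sign after each chromosome was centred, to -0.17 and 0.056, where neither was called, and 8 others lost their call. Calls lost with 1 array left out numbered 4, 2, 6 and 6 for arrays 1 to 4. Other sign patterns of the 4 arrays gave no call, so the real pattern alone reached 2495 calls, 873 calls at 2-fold or more and 8 chromosomes, or 1 of 8 patterns in each case. With 8 patterns the share cannot fall under 0.125, and chance cannot be excluded in this way. No paired analysis was possible because each array already holds 1 ratio of a 5A sample to a control sample. Without the spot intensities, a limit from signal over background was not analysed here.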

Differences from the paper's values

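The paper's 818 genes (325 up-regulated and 493 down-regulated) are reached exactly with a value on all 4 arrays, a setting listed before the data were examined. The setting used for the counts here, at least 2 arrays, gave 887, 354 and 533. Of the other settings listed beforehand, only the requirement that every array pass the cut-off differed from the paper's numbers by more than 1.5 times, at 308, 129 and 179. The paper counts 6221 genes in all, and the table holds 6210 probes.

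Every circle of Figure 3 had the drawn sign, and 42 of 46 passed 2-fold. Of the other 4, the paper draws JNM1, CLB6 and PDR3 as down-regulated and MDM35 as up-regulated, with mean log2 ratios here of -0.23, -0.75, -0.96 and 0.72. PDR3 reached the cut-off with the median of log2 ratios, at -1.02, and without array 2, at -1.07. It also reached it after each chromosome was centred, a setting chosen after seeing the values, under which 30 of the 46 circles were at 2-fold or more, against 42. JNM1, CLB6 and MDM35 reached it under none of the settings tried. The symbols of Figure 3 were read by eye. The ORF next to JNM1 by name, YMR294W-A, singled out after its value was seen, was at -1.18 (limma adjusted p = 0.00632). CLB6 was called by limma without array 4 (limma adjusted p = 0.0464), where its mean was -0.96.

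MRE11 and DID4 are drawn as differentially regulated and had values on 3 and 2 arrays, so they are outside the set with a value on all 4 arrays.

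The paper states that no CTD first interactor in its networks was significantly altered. That statement may not cover the triangles drawn in panel D only, which the paper describes as RPB1 interactors without an experimental tie to the CTD. Among these, HRR25 is said in the paper's Discussion to have a CTD binding domain. Of the 16 drawn, CTK1, in panel C, was at 1.41 on the log2 scale (limma adjusted p = 0.000727). It was under 2-fold, at 0.52, only after each chromosome was centred, a setting chosen after seeing the values. Under that setting CTK1 was still called (limma adjusted p = 0.0221), and SRB2 was the first interactor past 2-fold, at 1.03. With the values as deposited SRB2 was at 0.99, and it also passed 2-fold with the median of log2 ratios, at 1.04, with the mean of linear ratios, at 1.10, and without array 1 or array 4, at 1.26 and 1.08. The paper places SIN3 in the list of checkpoint genes of the network, and it was at -0.64, short of 2-fold in each setting tried.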

Other observations

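The tests on the network genes, on the chromosome ends, on chromosome-centred lists and on lists without probes near the ends were chosen after the results had been seen, and those on the haploid-specific and phosphate-responsive genes before. The limits by which these tests were read were set after most values had been seen. The sets of ribosomal protein and stress-induced genes were set before the data were examined.

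The network genes of chromosome XI drawn as up-regulated may owe their ratios to an extra copy of the chromosome. Once each chromosome was centred, 1 of these 11 genes, MIF2, stayed at 2-fold or more, and 30 of all 46 circles did. ELF1, at 0.79, and DID4, at 0.98 with values on 2 arrays, kept their call as MIF2 did (limma adjusted p = 0.0134 and 0.0318), and the others of the 11 lost it. The paper drew its circles from genes it took as past 2-fold, and 10 of these 11 were past it here, MDM35 being the exception, so the subtraction decides nothing about the cause, and an extra copy and regulation of each gene cannot be told apart for them. The genes drawn as up-regulated on other chromosomes, 7 in number, all stayed at 2-fold or more, but centring moves them little whatever the cause, since the next largest shift of a nuclear chromosome was -0.16. An indirect effect of an extra copy of chromosome XI on them stays open. A gain of all chromosomes together would leave normalized ratios as they are, so these values bear on single chromosomes only.

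Probes within 5 of a chromosome end were lower in the 5A mutant, 106 of 160 by 2-fold or more, with a median of -1.19. This was seen on each array, with medians of -1.35, -0.80, -1.44 and -1.45. Loss of a single end would touch 1 or a few of them, whereas 22 of 32 ends had a median of -1 or less. Repeated subtelomeric sequences shared by several ends could lead probes to measure each other's transcripts, which was not tested. A strain difference was not tested either.

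The phosphate transporter genes PHO84 and PHO89, singled out after their values were seen, were at -2.79 ± 1.04 and -3.39 ± 0.54 (SD, n = 4). The other phosphate-responsive genes had a median of -0.41, with all 8 measured lower. Limma's camera and fry gave adjusted p = 0.00940 and 0.00815 over the 7 lists, and camera with the estimated correlation 0.409, which is in line with a lower activity of these genes as a set except under that last setting. Of the 3 genes of this list called singly, PHO11 and PHO12 lie within 5 probes of a chromosome end, where probes were lower in general, and SPL2 does not. Without the probes within 5 of an end, a setting chosen after the values were seen, the median of the 6 remaining genes was -0.34 with all 6 lower, and camera and fry gave adjusted p = 0.0367 and 0.0133 in limma, and camera with the estimated correlation 0.362. For all 8 measured genes, the fry call was lost without array 4 (limma adjusted p = 0.0734). The cause was not tested. The largest negative ratios after RPO21, URA3 and SCM3 were those of YIL082W, at -3.72, and VAR1.

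FAR1 is a haploid-specific gene. If the 5A cultures were of mating type a/alpha, other haploid-specific genes would be lower as a set. Their median was -0.64 with 6 of 9 lower. Limma's camera and fry parted (adjusted p = 0.111 and 0.0227), and STE5, singled out after its value was seen, was higher at 0.69 (limma adjusted p = 0.0112), so a change of mating type cannot be told apart from other causes with these genes. The 8 mating genes had a median of -0.54 with 5 lower (limma's camera and fry, adjusted p = 0.111 and 0.0600). Of these genes, 2 lie on chromosome XI, STE3 at 0.20 and STE6 at 0.49. After each chromosome was centred, a setting chosen after the values were seen, the median was -0.64 with 7 of 8 lower, and limma's camera and fry gave adjusted p = 0.0196 and 0.0315, and camera with the estimated correlation 0.384.

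The 133 ribosomal protein genes with a value on all 4 arrays had a median of 0.60, 128 of them higher. Limma's camera gave adjusted p = 5.26e-13, fry adjusted p = 0.0831 and camera with the estimated correlation adjusted p = 0.439, so the call holds with the preset correlation only. Array 2 gave a median of -0.08, the other arrays 0.84, 1.03 and 0.74, and without array 2 fry gave adjusted p = 0.0158 in limma. Slow growth was set down beforehand as a reason for a lower level of these genes in the 5A mutant, and the direction was the opposite. The 20 stress-induced genes had a median of -0.50, 16 lower, with an array 2 median of 0.06 (limma's camera, fry and camera with the estimated correlation, adjusted p = 0.0224, 0.120 and 0.439).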
